A study of Mus musculus with 18 samples.

How the data were processed

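RNA-seq measures the abundance of transcripts by sequencing fragments of RNA and counting how many fall in each gene. The 18 libraries came from C2C12 cells, a line of mouse myoblasts that fuse into myotubes when serum is withdrawn, and per the labels this stock was PAX7 negative. MUNC is a long noncoding RNA transcribed upstream of Myod1. The labels name control cells, cells overexpressing the spliced form of MUNC and cells overexpressing its genomic, unspliced form. Each was sampled in growth medium (GM) at subconfluence and after 3 days in differentiation medium with little horse serum (DM3), with 3 biological replicates of each of the 6 groups. Polyadenylated RNA was sequenced on an Illumina HiSeq instrument, per the labels. Groups were taken from the sample titles. A separate label that calls samples myoblasts or myotubes disagreed with the title in 9 samples and was not used here.

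The authors deposited 1 table of normalized signal, in FPM (fragments scaled for library size), for 35275 mouse Ensembl genes in all 18 libraries. A label calls these values FPKM, but in each library every value was a whole multiple of 1 step shared by all genes, which division by gene length would not leave. Dividing each library's values by its step returned whole reads for 100% of the values, to within 0.0353 of a read. The table therefore holds gene read counts divided by a size factor of the library. FPM values summed to between 946834 and 1048477 per library. The authors also deposited 5 tables of their own comparisons, with DESeq2's column names per the file headers: the log2 fold change and its standard error as log2 values, the p-value and the adjusted p-value, and the mean normalized count and test statistic as scores. The deposited scores were not used here. In the 2 deposited tables on MUNC spliced cells, 27 gene symbols had been turned into dates, so genes were matched by Ensembl identifier throughout.

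The aligner, the counting method, the genome build and the annotation are given by neither the labels nor the file headers. Reads of near-identical genes, such as the Oas family, Acta1 and Actc1, Abcb1a and Abcb1b or the myosin heavy chain cluster, and reads of overlapping genes could therefore have been split between them. GENCODE M21, on GRCm38, was used for gene order, chromosome and gene length, and it held 34490 of the 35275 identifiers (97.8%). No coordinates are printed, because the build of the deposited values is not stated.

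Recovered depth ranged from 38416702 to 68788327 reads per library. The 10 most abundant genes took 4.53% to 8.23% of a library's reads. A gene with no reads has an upper limit of 3 reads, which was at most 0.0757 FPM in any library. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules.

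The comparisons, tests, gene lists and alternatives were fixed before the data were examined, except where a choice is said to have come later. Differences were tested with limma 3.58.1 in R 4.3.3 on log2(FPM + 1), with lmFit, contrasts.fit and eBayes with a mean-variance trend, over the 13869 genes at 0.5 FPM or more in at least 3 libraries. All 18 libraries entered 1 fit with a mean per group, which left 12 residual degrees of freedom. The 9 comparisons were control DM3 against GM, each MUNC line against control in GM and in DM3, the 2 MUNC lines against each other in each medium, and the interaction of each MUNC line with differentiation. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. All log2 changes are on the log2(FPM + 1) scale, which understates the change of genes near 0.

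Gene lists were tested with camera from limma at a preset correlation of 0.01, two-sided, for 3 lists in 5 comparisons, adjusted as 15 tests. The lists were myogenic regulators (22 genes), contractile and myotube genes (51 genes) and cell cycle genes (42 genes). The myogenic list mixed regulators of unlike roles, among them Id1, Id2 and Id3 beside Myod1 and Myog. Its direction alone therefore does not measure activation of myogenesis. A further list of 24 genes beside Myod1 was not tested as a list and is described by its counts of calls and the range of its log2 changes. Lists of 30 interferon-stimulated genes and of 11 genes of interferon production, sensing and signalling were written after the data had been seen, the first of them after Ifi44, Oas2 and Oas3 had appeared among the largest changes. With the first of these, 4 lists in 10 comparisons made a family of 40 tests.

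Genes were named by a fixed rule. MUNC itself came first, then Myod1, Myog and Myh3 in every comparison. The 2 genes that rose most and the 2 that fell most followed for the 5 comparisons with a deposited table, among called genes whose groups did not overlap and whose higher group averaged at least 5 FPM. For the other 4 comparisons the highest and the lowest gene were taken, without the overlap criterion for the interactions. No gene carried any of the names for MUNC fixed beforehand, so its level was not analysed here and overexpression was not checked.

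Correlations of log2 changes across genes were set against 100 simulations of unchanged groups that share the same controls, with noise drawn per gene or from the libraries' own deviations. The alternatives were pseudocounts of 0.1 and 0.25, no filter on low values, a mean of at least 5 FPM, the replicate number as a block, only the compared groups in the fit, FPM rescaled to equal sums per library, quantile normalization, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, robust eBayes, an absolute log2 change of at least 1, and leaving out each replicate. Fry and an estimated correlation replaced the preset camera test in the list tests. A correction for GC content and transcript length with the replicate block, on 13797 of the 13869 genes (99.5%), and DESeq2 on the compared groups alone were added after the data had been seen. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

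The methods were tested on simulated data with 200 changed genes among 13869. Their absolute log2 changes were at least 1, all genes and groups had the same dispersion, and no replicate batch was simulated. The rates that follow therefore do not give the accuracy on these libraries, where many called changes were smaller. limma recovered 90% of the changed genes with 3.2% false calls, edgeR recovered 91% with 4.2%, and DESeq2 recovered 91.5% with 11.6%. In a simulated comparison without change limma and edgeR called 0 genes and DESeq2 called 1.

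The titles number the replicates 1 to 3 in each group. The deviations of same-numbered libraries from their group means correlated across genes at r of 0.203 to 0.411 for control DM3 against GM. For the comparisons in GM the pairs lay between 0.456 and 0.727, for MUNC spliced against control in DM3 between 0.171 and 0.340, and for MUNC genomic against control in DM3 between 0.274 and 0.448. These 6 comparisons were therefore treated as paired by the number when the block was tried. Each of the 18 pairs of replicates within a group differed by more than sampling noise, with a chi-square per gene of 39.5 to 240, so no library was counted as a copy of another.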

Results

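The 18 libraries covered control C2C12 cells, cells overexpressing spliced MUNC (MUNC spliced) and cells overexpressing genomic MUNC (MUNC genomic), each with 3 replicates in GM and 3 in DM3. Recovered depth was 58141223 to 68235989 reads in control GM, 38416702 to 52642149 reads in MUNC spliced GM and 47534027 to 68788327 reads in MUNC genomic GM. In DM3 it was 51894879 to 54345732 reads in control, 51816501 to 56114438 reads in MUNC spliced and 50964504 to 63964247 reads in MUNC genomic cells. Of 35275 listed genes, 13869 passed the filter on low values and were tested.

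Replicates of a group correlated at r of 0.980 to 0.996 over the log2(FPM + 1) values of the tested genes, above every pair of libraries from different groups (0.868 to 0.975). The first principal component held 41.5% of the variance and placed every GM library below every DM3 library. The second held 25.9% and set both groups of MUNC genomic libraries apart from the others. The third held 19.1%.

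**Figure D1:**
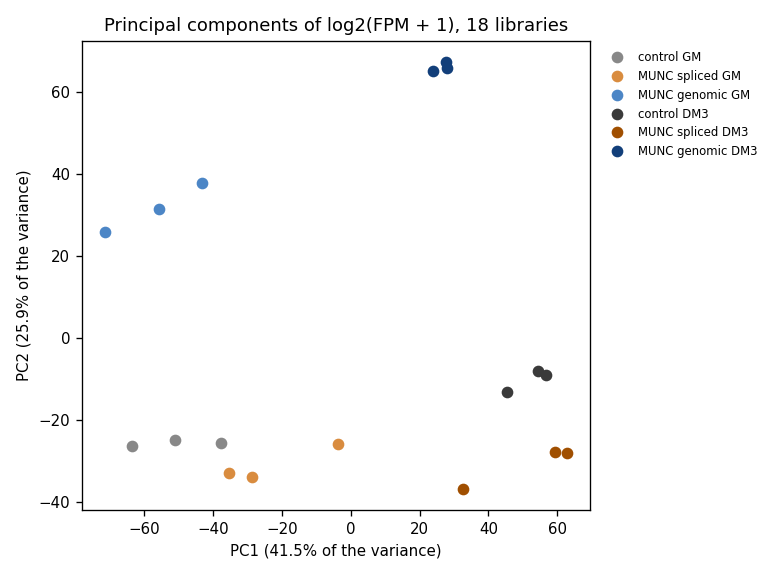
Each point is 1 of the 18 libraries on the first (x axis, 41.5% of the variance) and second (y axis, 25.9%) principal components of log2(FPM + 1), coloured by group. MUNC genomic libraries lie at 25.8 to 67.4 on the second component and the other 12 libraries at -36.9 to -8.16.

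The first comparison asked what differs after 3 days in differentiation medium in cells without MUNC overexpression. Differentiation of control cells here names the medium, and fusion into myotubes was not measured. Myod1, Myog and Myh3 averaged only 0.0993, 0.344 and 0.444 FPM in control DM3, although part of the contractile list rose. Between control DM3 and control GM, 8078 of the 13869 genes were called, 4111 higher and 3967 lower in DM3. The DM3 and GM libraries did not overlap for 62.4% of the tested genes, where chance gives 10%. An absolute log2 change of at least 1 as a further criterion moved the count most, to 2592 genes.

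The next comparisons asked how each MUNC line differs from control in GM and in DM3. Replicates measure the spread within a line, and the labels do not state how many independent lines carried each form. The counts therefore cannot tell effects of MUNC from other differences between the lines. In GM, MUNC spliced cells differed from control in 4929 genes (2530 higher, 2399 lower) and MUNC genomic cells in 3711 genes (1694 higher, 2017 lower). After differentiation the counts were 6001 genes for MUNC spliced (3088 higher, 2913 lower) and 5586 for MUNC genomic (2683 higher, 2903 lower). Groups did not overlap for 43.6%, 37.9%, 53.0% and 56.9% of the tested genes in these 4 comparisons, each against 10% by chance. With FPM rescaled to equal sums per library, the share of higher genes among the calls in GM rose. It went from 51.3% to 66.1% for MUNC spliced and from 45.6% to 56.2% for MUNC genomic cells. Under quantile normalization the majority in DM3 turned for both lines. It became 2941 higher and 3046 lower for MUNC spliced, and 2950 higher and 2583 lower for MUNC genomic cells. For MUNC spliced GM the majority turned with edgeR, to 2323 higher and 2795 lower. In none of these 4 comparisons did the majority hold under every alternative.

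The 2 lines were also compared with each other, since separate lists of calls do not test the difference between the lines. MUNC spliced and MUNC genomic cells differed in 4970 genes in GM (2757 higher and 2213 lower in MUNC spliced) and in 6135 genes in DM3 (3247 higher, 2888 lower). Their libraries did not overlap for 45.7% of the genes in GM and 57.2% in DM3, against 10% by chance. Under quantile normalization the majority in DM3 turned, to 2809 genes higher and 3291 lower in MUNC spliced. The interaction, which tests whether a line changed differently from control on differentiation, was called for 1993 genes in MUNC spliced cells (1030 higher, 963 lower) and for 1222 genes in MUNC genomic cells (494 higher, 728 lower). Single libraries moved these counts. Without control DM3 replicate 3, replicate 2 or MUNC spliced GM replicate 2 the MUNC spliced interaction gave 1063, 1093 or 1203 genes, and without control DM3 replicate 2 the MUNC genomic interaction gave 784.

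**Figure D2:**
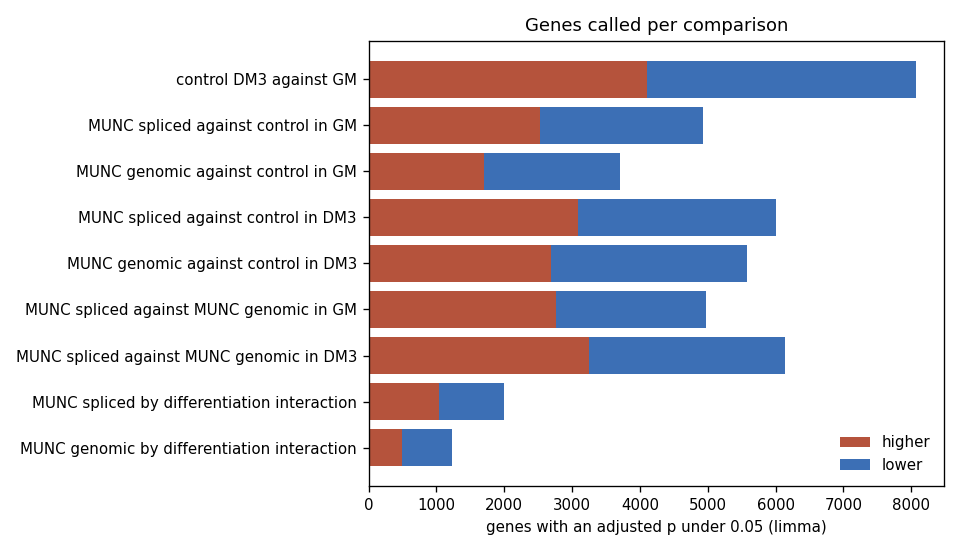
Bars give the number of genes (x axis, from 0) with a limma adjusted p under 0.05 in each of the 9 comparisons (y axis), split into higher and lower genes. Counts run from 1222 for the MUNC genomic interaction to 8078 for differentiation of control cells.

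Myod1, Myog and Myh3 stood for the promyogenic genes. Myod1 (ENSMUSG00000009471, chromosome 7) and Myog (ENSMUSG00000026459, chromosome 1) encode myogenic transcription factors, and Myh3 (ENSMUSG00000020908, chromosome 11) encodes embryonic myosin heavy chain. Myod1 was near 0 in control cells, with 5, 0 and 0 reads in the 3 GM libraries and 4, 0 and 12 reads in the 3 DM3 libraries. In MUNC spliced cells it stood at 12.4 ± 4.85 FPM in GM and 28.6 ± 21.5 FPM in DM3 (SD, n = 3 each). In MUNC genomic cells it stood at 3.84 ± 2.80 FPM in GM and 18.4 ± 3.99 FPM in DM3 (SD, n = 3 each). Myog averaged 0.0287 ± 0.0354 FPM in control GM and 0.344 ± 0.132 FPM in control DM3 (SD, n = 3 each). It reached 9.27 ± 3.59 FPM in MUNC spliced GM, 106 ± 104 FPM in MUNC spliced DM3, 0.0815 ± 0.0736 FPM in MUNC genomic GM and 9.70 ± 4.40 FPM in MUNC genomic DM3 (SD, n = 3 each). Myh3 averaged 0.309 ± 0.0815 FPM in control GM, 0.444 ± 0.0629 FPM in control DM3, 2.85 ± 1.63 FPM in MUNC spliced GM and 79.8 ± 84.7 FPM in MUNC spliced DM3 (SD, n = 3 each). In MUNC genomic cells it was 0.172 ± 0.120 FPM in GM and 9.64 ± 2.92 FPM in DM3 (SD, n = 3 each). The spread in MUNC spliced DM3 came from replicate 1, which held 53.3 FPM of Myod1, 226 of Myog and 177 of Myh3, against 16.4 and 16, 52.6 and 41, and 24.2 and 37.9 FPM in replicates 2 and 3.

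**Figure D3:**
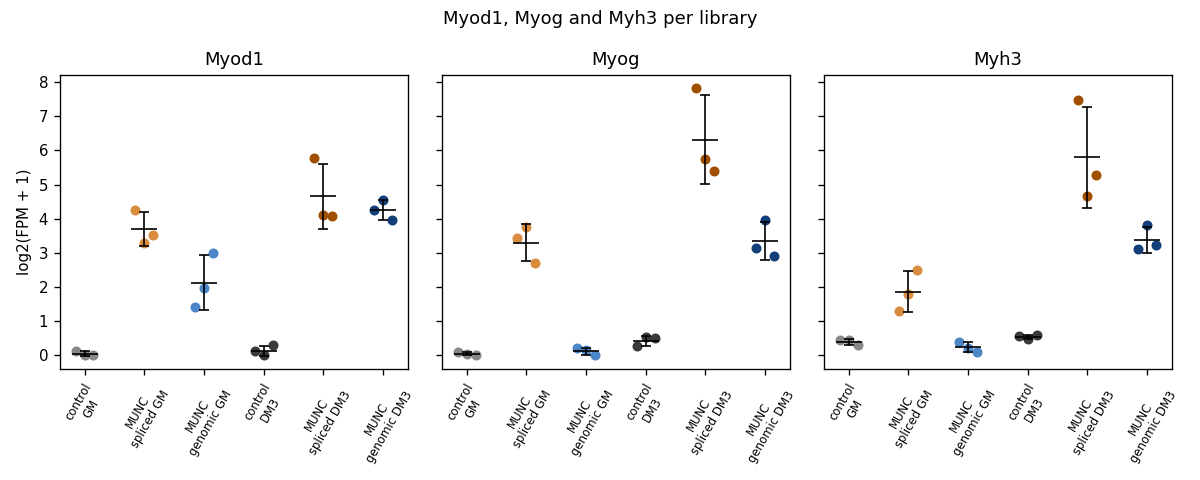
Points give log2(FPM + 1) (y axis) of Myod1, Myog and Myh3 in each library of the 6 groups (x axis), with lines at the group mean and bars of 1 SD (n = 3). Myod1 lay above control in every MUNC library, while Myog and Myh3 in MUNC genomic GM overlapped control GM.

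On differentiation of control cells, none of the 3 genes was called by limma, although all 3 DM3 libraries lay above all 3 GM libraries for Myog and for Myh3. The log2 change of Myog in control DM3 against GM was 0.38 (SE 0.45, BH adjusted p 0.491), and DESeq2 on the recovered reads moved it most, to 3.63. Myog was called there, and also with a pseudocount of 0.1 (1.77), with only the compared groups in the fit (0.38), with edgeR (3.49) and with DESeq2 on the compared groups alone (3.58). Over the alternatives that kept all replicates its adjusted p under limma, edgeR or DESeq2 ran from 0.000792 to 0.647. The changes of Myod1 (0.09, SE 0.41, limma adjusted p 0.867) and Myh3 (0.14, SE 0.48, limma adjusted p 0.823) were smaller than their standard errors. Each standard error pools the spread of all 6 groups, so it does not measure the spread of the control libraries alone. With only the control groups in the fit, the same Myog change of 0.38 had a limma adjusted p of 0.00976.

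In GM, all 3 genes were higher in MUNC spliced cells than in control by limma, in 3 of 3 libraries each. Log2 changes were 3.65 for Myod1 (SE 0.41, BH adjusted p 4.59e-06), 3.25 for Myog (SE 0.45, adjusted p 4.46e-05) and 1.47 for Myh3 (SE 0.48, adjusted p 0.0259). The Myh3 call was lost in 5 of the 6 fits that left out 1 replicate, where the change ran from 1.15 to 1.76, and with no filter on low values. MUNC genomic cells were higher in Myod1 by 2.08 (SE 0.41, limma adjusted p 0.00119, 3 of 3 libraries above control). Their Myog (0.07, SE 0.45, limma adjusted p 0.939) and Myh3 (-0.16, SE 0.48, limma adjusted p 0.856) did not differ from control, with libraries that overlapped.

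In DM3 both lines exceeded control in all 3 genes by limma, in 3 of 3 libraries each. MUNC spliced cells were higher by 4.52 for Myod1 (BH adjusted p 2.77e-07), 5.90 for Myog (adjusted p 4.08e-08) and 5.28 for Myh3 (adjusted p 3.18e-07). MUNC genomic cells were higher by 4.12 for Myod1 (limma adjusted p 5.57e-07), 2.92 for Myog (adjusted p 7.32e-05) and 2.85 for Myh3 (adjusted p 0.000178).

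The test of MUNC spliced against MUNC genomic cells separated the genes. In GM, MUNC spliced cells were higher in 3 of 3 libraries for Myod1 (1.57, limma adjusted p 0.00685), Myog (3.18, adjusted p 4.10e-05) and Myh3 (1.64, adjusted p 0.0144). The Myod1 difference was not called by DESeq2 on the recovered reads (1.65), and the Myh3 difference was lost without MUNC spliced GM replicate 3 (1.32). In DM3 Myog (2.98, limma adjusted p 5.14e-05) and Myh3 (2.43, adjusted p 0.000652) were higher in 3 of 3 MUNC spliced libraries. Without MUNC spliced DM3 replicate 1 these changes were 2.22 and 1.59. Myod1 did not differ in DM3 (0.40, SE 0.41, limma adjusted p 0.451), its libraries overlapped, and without that replicate its change was -0.15.

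For the interaction with differentiation, Myog and Myh3 were called in both lines by limma. Log2 interactions in MUNC spliced cells were 2.64 for Myog (SE 0.64, BH adjusted p 0.0135) and 3.80 for Myh3 (SE 0.68, adjusted p 0.00284), and in MUNC genomic cells 2.85 for Myog (SE 0.64, adjusted p 0.00955) and 3.01 for Myh3 (SE 0.68, adjusted p 0.0105). Each of the 3 DM3 libraries of a line exceeded its 3 GM libraries for both genes. The Myod1 interaction was called in MUNC genomic cells (2.04, SE 0.58, limma adjusted p 0.0358) and not in MUNC spliced cells (0.88, SE 0.58, adjusted p 0.320), where it was 0.32 without MUNC spliced DM3 replicate 1. The Myog and Myod1 interactions depended on the test used. On recovered reads, edgeR called none of these and gave 0.05 for Myog in MUNC spliced cells, 3.23 for Myog in MUNC genomic cells and 0.50 for Myod1 in MUNC genomic cells. Of these, Myog in MUNC genomic cells stayed called at both smaller pseudocounts and by DESeq2 on the compared groups. The Myod1 interaction in MUNC genomic cells was also lost in 10 of the 12 fits that left out 1 replicate, where it ran from 1.69 to 2.48. The Myog interaction in MUNC spliced cells had the opposite sign under DESeq2 (-0.07), as had Myod1 under edgeR and DESeq2 (-0.52 and -0.60), whereas Myh3 was called in both lines under every alternative, leave-one-out fits included.

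Among the genes named by size of change, Ifi44 (chromosome 3) and Oas2 (chromosome 5) rose most on differentiation of control cells. Ifi44 went from 18.6 ± 25 to 999 ± 319 FPM (SD, n = 3 each) and Oas2 from 6.84 ± 8.07 to 378 ± 78.1 FPM (SD, n = 3 each). Their log2 changes were 6.51 and 6.08 (limma adjusted p 1.05e-06 and 1.96e-07). Ifi44 moved most without control GM replicate 2, to 7.60, and that replicate held 47.4 FPM against 5.31 and 2.92 in replicates 1 and 3. Nefm (chromosome 14) and Krt14 (chromosome 11) fell most, with log2 changes of -5.0 and -4.96 (limma adjusted p 2.04e-09 and 5.58e-07). Nefm dropped from 161 ± 71.1 to 3.83 ± 0.824 FPM and Krt14 from 47.3 ± 21.6 to 0.428 ± 0.0867 FPM (SD, n = 3 each). Groups did not overlap for any of the genes in this and the following paragraph whose groups were compared directly, so each direction was seen in 3 of 3 libraries.

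In MUNC spliced cells in GM, Fndc1 (chromosome 17) was at least 4831-fold higher than in control, at 256 ± 105 FPM (SD, n = 3) against at most 2 reads in a control library (log2 change 7.91, limma adjusted p 2.23e-13). Car3 (chromosome 3) was higher by 5.85 (limma adjusted p 4.09e-06), while Nefm and Nefl (both on chromosome 14) were lower, by -7.10 and -6.25 (adjusted p 4.12e-12 and 1.00e-11). In MUNC genomic cells in GM, Smoc2 (chromosome 17) rose by 6.07 and Igfbp2 (chromosome 1) was at least 1270-fold higher (limma adjusted p 2.02e-10 and 4.06e-12). Colec12 (chromosome 18) and Brinp3 (chromosome 1) were lower there by -6.04 and -5.60 (limma adjusted p 1.55e-10 and 2.58e-12). In DM3, MUNC spliced cells held at least 13779-fold more Fndc1 than control (limma adjusted p 1.43e-14) and more Sema3c (chromosome 5; log2 change 7.63, adjusted p 1.76e-09). Their L1cam (chromosome X) and Gpr149 (chromosome 3) were lower than in control, by -6.09 and -5.31 (limma adjusted p 2.16e-11 and 5.57e-10). Sema3c also rose most in MUNC genomic DM3 (7.67, limma adjusted p 8.13e-10), next to Loxl2 on chromosome 14 (7.40, adjusted p 3.38e-11). The genes that fell most in MUNC genomic DM3 were Ifi44 and Oas2, the same genes that rose most in control cells. Ifi44 stood at 1.45 ± 0.179 FPM and Oas2 at 0.349 ± 0.223 FPM in MUNC genomic DM3 (SD, n = 3 each), lower than control DM3 by -8.63 and -8.13 on the log2 scale (limma adjusted p 2.56e-08 and 1.95e-09).

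Between the MUNC lines, Fndc1 was at least 4070-fold higher in MUNC spliced GM and at least 13739-fold higher in MUNC spliced DM3 than in MUNC genomic cells (limma log2 changes 7.91 and 9.62, adjusted p 5.51e-14 and 4.88e-15). Stmn2 (chromosome 3) was at least 1219-fold lower in MUNC spliced than in MUNC genomic GM (limma log2 change -6.51, adjusted p 7.15e-14), and Loxl2 was lowest in DM3 (-8.74, adjusted p 3.12e-12). Libraries of the lines did not overlap for these genes, so that each direction held in 3 of 3 libraries. The largest interactions were those of Acta1 (chromosome 8; 5.16, limma adjusted p 0.00132) and Ms4a4d (chromosome 19; -3.37, adjusted p 0.00316) in MUNC spliced cells. Acta1 rose in 3 of 3 MUNC spliced DM3 libraries over GM, from 10.3 ± 8.84 to 119 ± 115 FPM, and fell in 3 of 3 control libraries from 20.7 ± 9.96 to 4.35 ± 1.18 FPM (SD, n = 3 each). Ms4a4d rose in 3 of 3 libraries of both, to 33.6 ± 22.3 FPM in control DM3 and 2.37 ± 2.62 FPM in MUNC spliced DM3 (SD, n = 3 each), with 0 reads in the MUNC spliced GM libraries, and its interaction was not called and had the opposite sign under edgeR (0.90) and DESeq2 (0.13). In MUNC genomic cells the extremes were Fam107a (chromosome 14; 4.30, limma adjusted p 6.21e-07), with 31.5 ± 9.46 FPM in DM3, and Oas3 (chromosome 5; -5.95, adjusted p 2.19e-05). Oas3 reached 265 ± 10.3 FPM in control DM3 and 0.0231 ± 0.0205 FPM in MUNC genomic DM3 (SD, n = 3 each). Neither was called by edgeR (4.18 and -5.23).

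Gene lists were tested next. On differentiation of control cells the cell cycle list fell by a median of 3.00 on the log2 scale (camera from limma, BH adjusted p 7.47e-19), with all 42 genes called lower, adjusted over the list alone or over all genes tested, and list means lower in 3 of 3 libraries. Leaving out control DM3 replicate 1 moved this median most, to -3.25. The contractile and myotube list had 37 of its 51 genes tested and rose by 0.68 in control cells (camera adjusted p 0.0142, 3 of 3 libraries), with 16 genes higher and 3 lower on either adjustment. The 16 tested myogenic regulators changed by 0.45 without passing the threshold (camera adjusted p 0.286, 3 of 3 libraries higher), with 7 higher and 2 lower on either adjustment.

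In MUNC spliced GM the myogenic list (0.46, camera adjusted p 0.0322) and the contractile list (0.60, adjusted p 0.00813) were higher than in control in 3 of 3 libraries, and the cell cycle list was lower in 3 of 3 (-0.46, adjusted p 0.0223). Calls numbered 5 higher for the myogenic list on either adjustment, 12 higher and 2 lower for the contractile list (15 and 2 adjusted over the list alone) and 2 lower for the cell cycle list (0 adjusted over the list alone, 6 at an unadjusted p under 0.05). The cell cycle median was -0.29 without MUNC spliced GM replicate 2, where the test was not passed. None of the lists differed in MUNC genomic GM by limma's camera, with medians of -0.01 for the myogenic list (adjusted p 0.528), 0.01 for the contractile list (adjusted p 0.528) and -0.15 for the cell cycle list (adjusted p 0.650), and library means that overlapped control. Their calls were 2 higher and 1 lower, 2 higher and 4 lower, and 0 higher and 1 lower, the same when adjusted over the list alone except for 0 cell cycle genes, of which 1 had an unadjusted p under 0.05.

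In MUNC spliced DM3 the contractile list was higher than control by 1.52 (camera adjusted p 6.43e-08, 3 of 3 libraries; 27 genes higher and 2 lower on either adjustment), a median of 0.98 without MUNC spliced DM3 replicate 1. The myogenic list was higher by 0.54 (camera adjusted p 0.0183, 3 of 3 libraries), with 7 genes higher and 1 lower (8 and 1 adjusted over the list alone). The cell cycle list was higher by 0.34 (camera adjusted p 0.0374), with 14 genes higher (13 adjusted over the list alone), but only in 1 of 3 libraries did it exceed all control libraries, and without MUNC spliced DM3 replicate 1 its median was -0.34. In MUNC genomic DM3 the contractile list was higher by 0.65 (camera adjusted p 0.0142, 3 of 3 libraries), with 16 genes higher and 6 lower (17 and 6 adjusted over the list alone). The myogenic list lay at the threshold (0.78, 3 of 3 libraries), with 7 higher and 1 lower (9 and 1 adjusted over the list alone). It fell outside among the 15 tests (camera adjusted p 0.0547) and inside among the 40 tests (camera adjusted p 0.0456). Its unadjusted camera p was 0.0365 in both. The 40 tests hold many very small p-values, which eases the adjustment. Some of these came from the interferon-stimulated list, written after the data had been seen, so the pass among the 40 adds no support. The cell cycle list did not differ (-0.14, camera adjusted p 0.765, libraries overlapping), with 2 higher and 4 lower (2 and 1 adjusted over the list alone).

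Of the 9 list tests past the threshold under camera, 4 also passed under fry: the cell cycle list in control cells and, in MUNC spliced cells, the myogenic list in GM and both the myogenic and contractile lists in DM3. Fry also passed the myogenic list in MUNC genomic DM3, which camera did not among the 15 tests. No list passed in any of the 15 tests with an estimated correlation between genes. With genes at the floor set to their bounds the contractile medians were 0.75 on control differentiation, 0.95 in MUNC spliced GM and 1.69 in MUNC spliced DM3.

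**Figure D4:**
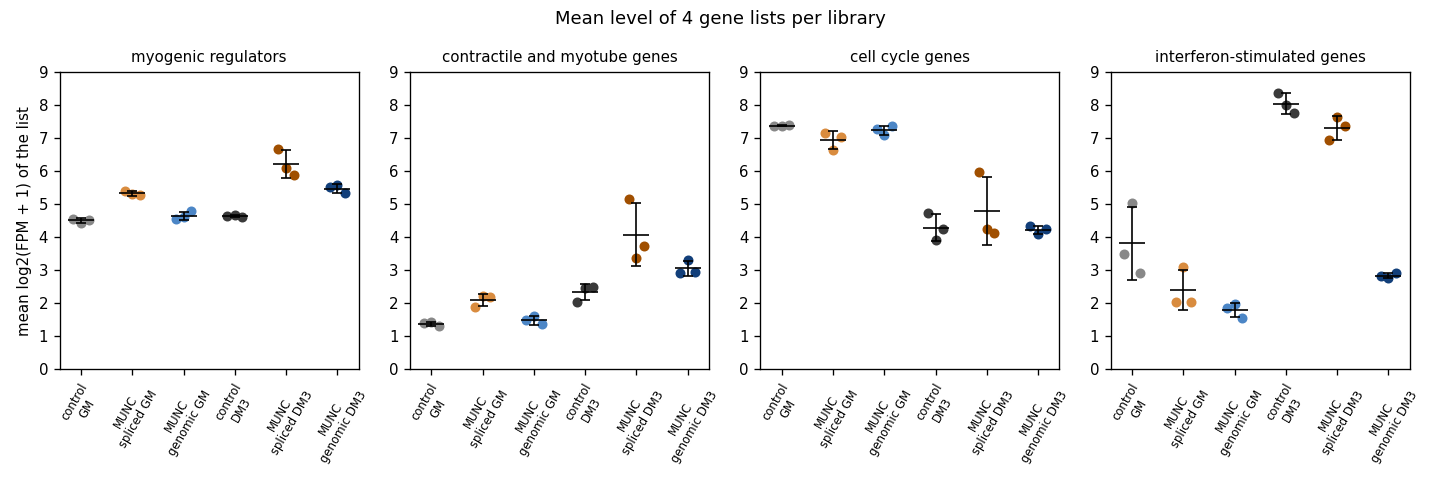
Points give the mean log2(FPM + 1) (y axis) of the tested genes of 4 lists in each library of the 6 groups (x axis), with lines at the group mean and bars of 1 SD (n = 3). Means of the contractile list run from 1.39 ± 0.0582 in control GM to 4.09 ± 0.948 in MUNC spliced DM3; the interferon-stimulated list was written after the data had been seen.

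Because MUNC is transcribed beside Myod1, the genes around that locus were examined. Of 24 listed genes 13 were tested, Myod1 included. The calls by limma were 5 higher and 3 lower on control differentiation, 2 higher and 4 lower in MUNC spliced GM, 2 higher and 1 lower in MUNC genomic GM, 3 higher and 3 lower in MUNC spliced DM3 and 3 higher and 1 lower in MUNC genomic DM3. Adjusted over the list alone, the counts were the same except for 4 lower genes on control differentiation. Apart from Myod1, log2 changes of these genes ran from -0.82 to 0.45 in MUNC spliced GM, from -0.55 to 0.30 in MUNC genomic GM, from -0.81 to 1.76 in MUNC spliced DM3 and from -0.63 to 1.15 in MUNC genomic DM3.

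The effects of the lines were compared across the 13869 genes, which are not independent replicates. The log2 changes of MUNC spliced and MUNC genomic cells against control correlated at r 0.39 in GM and at 0.40 in DM3. Unchanged groups against the same control libraries gave 0.48 to 0.524 in 100 simulations with noise drawn per gene, and -0.63 to 1 with noise drawn as whole libraries, so neither r exceeded what shared controls give. Leaving out MUNC genomic GM replicate 2 moved the GM value most, to 0.35. The effect of MUNC spliced in GM correlated with control differentiation at r 0.27, against 0.0677 to 0.132 simulated per gene and -0.69 to 0.72 simulated per library, and at 0.16 without MUNC spliced GM replicate 2. For MUNC genomic in GM r was 0.05, below the per-gene simulations, and it ran from -0.04 without MUNC genomic GM replicate 2 to 0.14 without control GM replicate 2. In DM3, where shared controls push r below 0, the values were -0.25 for MUNC spliced and -0.28 for MUNC genomic, against -0.139 to -0.0768 per gene and -0.83 to 0.65 per library. The MUNC spliced value in DM3 was -0.14 without MUNC spliced DM3 replicate 1.

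Of the genes called in both lines against control, 1856 in GM and 3031 in DM3, 83.1% and 82.3% changed in the same direction. Simulated unchanged groups shared at most 1 call. Over all genes their signs matched for 65.8% to 67.7% in GM and 65.5% to 67.6% in DM3 with noise drawn per gene, and for 38.6% to 90.3% and 34.8% to 100% with noise drawn per library, against 63.8% and 65.2% observed. Within a line, 2946 genes were called in both media for MUNC spliced and 2559 for MUNC genomic cells, of which 95.0% and 97.7% kept their direction. Genes called both on control differentiation and in MUNC spliced GM numbered 2983, with 81.1% in the same direction. The corresponding 2111 genes of MUNC genomic GM had 65.7% in the same direction. Over all genes, signs matched control differentiation for 66.0% in MUNC spliced GM and 57.7% in MUNC genomic GM, against 52.6% to 54.4% and 52.6% to 54.8% simulated per gene, and 27.2% to 81.1% and 29.2% to 77.9% simulated per library. In the simulations per library, as many as 2357 genes were shared by control differentiation and MUNC spliced GM.

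The authors' deposited tables held 7716 genes with an adjusted p under 0.05 for control differentiation, 4302 for MUNC spliced GM, 3277 for MUNC genomic GM, 6017 for MUNC spliced DM3 and 7163 for MUNC genomic DM3. Of these, 7110, 3822, 2830, 5207 and 5426 were also called by limma here, all in the same direction as in the authors' deposited tables. Log2 changes in the authors' deposited tables correlated with those here at r of 0.886, 0.805, 0.805, 0.832 and 0.841 across the tested genes. For Myog on control differentiation the authors' deposited table gave a log2 change of 3.58 with an adjusted p of 0.00185, against 0.38 by limma on log2(FPM + 1).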

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

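Of the tests in this part, those on the interferon-stimulated list, the splits with the line effect removed, and the split of the contractile pattern into a separate statement for each line were chosen only after the results were seen. The results below all drew attention because a MUNC line and control cells, or the MUNC lines themselves, changed differently on differentiation.

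The interaction with differentiation was called for 1993 genes in MUNC spliced cells and for 1222 in MUNC genomic cells by limma. When the line names were exchanged between libraries within each medium, 9 of 100 drawn splits (of 200 possible) gave as many calls for MUNC spliced, the real split included, and 11 of 100 did for MUNC genomic. The largest other splits gave 6865 and 6585 genes. By construction, a split that swaps the lines in 1 medium only turns the line difference common to both media into an interaction. After that common difference was subtracted, 1 of 100 drawn splits gave as many calls in each line, the real split itself, and the largest other splits gave 727 and 756 genes. A random division of the libraries is therefore not excluded by the first test and argued against by the second. A biological explanation that stays open is that each form of MUNC may alter how cells respond to differentiation medium, and it was not separated from other differences between the lines.

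Log2 interactions in MUNC spliced cells were 2.64 for Myog, 3.80 for Myh3 and 5.16 for Acta1, and in MUNC genomic cells 2.04 for Myod1, 2.85 for Myog and 3.01 for Myh3. Control cells held hardly any reads of Myod1 and Myog, so the pseudocount of 1 could have made these interactions. Over the whole contractile list, edgeR on the recovered reads called 6 genes higher for MUNC spliced, all among the 12 that limma called, and 5 for MUNC genomic, all among the 7 that limma called, with edgeR medians of 0.90 and 0.85 against 1.14 and 0.28 by limma. Genes lower numbered 2 under both for MUNC spliced, and 1 under limma and 0 under edgeR for MUNC genomic. A pseudocount effect thus does not account for the list as a whole in either line, while it remains open for Myog in MUNC spliced cells and Myod1 in MUNC genomic cells, which were also not called at the smaller pseudocounts. For Myog in MUNC genomic cells the values go against it: the interaction was called at both smaller pseudocounts and by DESeq2 on the compared groups, and it was no smaller with edgeR (3.23) and DESeq2 (3.23), which did not call it. Under fry the contractile interaction did not pass in either line (adjusted p 0.0977 and 0.387 among 40 tests). MUNC spliced DM3 replicate 1 lay above the other replicates of its group in Myog and Myh3. Without it the interaction of the contractile list in MUNC spliced cells was 0.61 in place of 1.14 (unadjusted fry p 0.01 in place of 0.0586), and Acta1 gave 4.40. Acta1 and Actc1 are near-identical, and reads split between them were not examined.

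Ms4a4d (-3.37 in MUNC spliced cells), Fam107a (4.30 in MUNC genomic cells) and Oas3 (-5.95 in MUNC genomic cells) were the other extremes among the interactions. Ms4a4d had 0 reads in all 3 MUNC spliced GM libraries, where a ratio has no defined value, and edgeR gave it 0.90, so its sign may be set by the pseudocount. Fam107a kept its sign under edgeR, at 4.18, and Oas3 at -5.23, with neither called there. Reads of the Oas genes could have been split among the family, which was not tested.

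Oas3 belongs to a wider pattern. The 29 tested genes of the interferon-stimulated list rose on differentiation in control cells by a median of 4.26 (29 higher, camera from limma, adjusted p 1.31e-16, fry adjusted p 4.31e-06) and in MUNC spliced cells by 5.31 (29 higher, camera adjusted p 5.66e-31, fry adjusted p 1.39e-06), but in MUNC genomic cells by 0.92 (14 higher, camera adjusted p 0.00180), a rise that did not pass under fry (adjusted p 0.0699). The interaction of MUNC genomic cells had a median of -3.11 with 25 genes lower (28 adjusted over the list alone; camera adjusted p 1.28e-28, fry adjusted p 0.000525), and the difference in change between MUNC spliced and MUNC genomic cells was 4.13 with 28 genes higher (29 adjusted over the list alone; camera adjusted p 5.31e-32, fry adjusted p 0.000149). List means rose in 3 of 3 libraries of each line. For the MUNC spliced interaction the median was 0.57 (camera adjusted p 0.0139, fry adjusted p 0.400). None of these passed with an estimated correlation between genes. MUNC genomic cells were also lower than control in GM, by -2.01 with 22 genes lower, and in DM3, by -5.70 with 29 genes lower. MUNC spliced cells were lower by -1.57 with 20 genes lower in GM and by -0.52 with 7 genes lower in DM3. The last did not pass the threshold under fry (adjusted p 0.213). In GM the list means of MUNC spliced and control libraries overlapped, with MUNC spliced replicate 2 at 3.12 and control replicate 3 at 2.91. Control GM replicate 2 was highest, at 5.04, and the GM differences were not refitted without it.

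A single library did not make the difference, since the lowest control or MUNC spliced DM3 library lay 4.004 above the highest MUNC genomic DM3 library in the list's mean of log2(FPM + 1). Nor did the authors' scaling, with a median interaction of -3.155 under quantile normalization, nor the pseudocount alone, with -1.83 and 10 genes called lower under edgeR, though the size of the effect was smaller there. Leaving out any 1 of the 12 libraries gave medians of -3.73 to -2.57. Loss of a gene of interferon production, sensing or signalling is a candidate explanation. Of the 10 tested genes of that list, 1 was lower by 1 or more on the log2 scale in MUNC genomic cells against both other lines in both media. It was Mb21d1, which encodes a DNA sensor, is also known as cGAS and was chosen after its values were seen. It stood at 7.90 FPM in MUNC genomic GM and 1.27 FPM in MUNC genomic DM3, against 38.3 and 9.08 FPM in control and 19.8 and 9.83 FPM in MUNC spliced cells. Among all tested genes 156 (1.12%) met the same criterion, which gives a chance of 10.7% of at least 1 among 10, and Mb21d1 can itself respond to interferon, so cause and consequence cannot be told apart. Other open explanations are a difference between the lines that has nothing to do with MUNC and an effect of the genomic form of MUNC, neither of which was tested for this list.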

How the results depend on the processing

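The correction for GC content and length and DESeq2 on the compared groups alone were chosen only after the data had been seen, and so were the interferon-stimulated list and its settings. The other alternatives were fixed before.

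Among the 9 counts of calls, the 7 comparisons of 2 groups stayed within 1.5 times their value under every alternative except the minimum change, and when any 1 replicate was left out. An absolute log2 change of at least 1 leaves fewer genes by construction: 2592 for control DM3 against GM, 1107 and 912 for MUNC spliced and MUNC genomic in GM, 1555 and 1544 in DM3, 1264 and 1830 for MUNC spliced against MUNC genomic in GM and DM3, and 763 and 601 for the MUNC spliced and MUNC genomic interactions. The interactions also moved otherwise. The MUNC spliced count of 1993 became 1214 with only the compared groups in the fit, and the MUNC genomic count of 1222 became 777 with edgeR and 739 at a mean of 5 FPM or more, where fewer genes were tested. Apart from the loss of genes at 5 FPM the cause was not tested. FPM rescaled to equal sums moved the share of higher genes among the calls to 66.1% for MUNC spliced GM (51.3% as deposited), 56.2% for MUNC genomic GM (45.6%) and 41.4% for the MUNC spliced interaction (51.7%), and edgeR moved the last to 62.1%. The median log2 change of all genes shifted by no more than 0.1 under either scaling alternative. The minimum change moved the share of higher genes to 64.5% for MUNC spliced GM. For the MUNC genomic interaction that share was 40.4% in the main fit and 28.5% with the minimum change. It was 49.5% with the GC and length correction and the replicate block.

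With the replicate block the interactions gave 3868 calls for MUNC spliced and 2265 for MUNC genomic cells, and with the GC and length correction and the replicate block 3888 and 2388. The replicate numbers do not pair the libraries across the 4 groups of an interaction, where same-numbered libraries correlated as low as 2.83e-06 and 0.0516, nor in MUNC spliced against MUNC genomic in DM3 (lowest r 0.0939). In the 6 comparisons that the number pairs, the block raised the calls from 8078 to 9059 for control DM3 against GM, from 4929 to 6458 and from 3711 to 5190 for MUNC spliced and MUNC genomic in GM, from 6001 to 7396 and from 5586 to 7002 in DM3, and from 4970 to 6518 for MUNC spliced against MUNC genomic in GM. It kept at least 99.96% of the earlier calls in each of the 6 comparisons against or between the MUNC lines. The block changed no other call of a named gene or of the myogenic, contractile and cell cycle lists. It was not tried on the interferon-stimulated list.

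In the list tests, a mean of 5 FPM or more left the cell cycle list in MUNC spliced GM (-0.46) and the contractile list in MUNC genomic DM3 (0.94) short of the threshold. Quantile normalization did so for the cell cycle list in MUNC spliced GM (-0.29), and a pseudocount of 0.1 brought the myogenic list in MUNC genomic DM3 past it (0.92). Fry tests the same medians: the contractile list on control differentiation (0.68), in MUNC spliced GM (0.60) and in MUNC genomic DM3 (0.65) and the cell cycle list in MUNC spliced GM (-0.46) and DM3 (0.34) no longer passed, and the myogenic list in MUNC genomic DM3 (0.78) now did. With an estimated correlation between genes none of the 9 passed: on control differentiation the contractile (0.68) and cell cycle (-3.00) lists, in MUNC spliced GM the myogenic (0.46), contractile (0.60) and cell cycle (-0.46) lists, in MUNC spliced DM3 the myogenic (0.54), contractile (1.52) and cell cycle (0.34) lists, and in MUNC genomic DM3 the contractile list (0.65), with camera adjusted p of 0.579 to 0.823. An estimated correlation counts the shared change of a list's genes between libraries as noise, which the preset correlation does not. Beyond that the cause was not tested. The correlation of the MUNC genomic effect in GM with control differentiation was 0.0421 at a mean of 5 FPM or more, inside the simulated range there.

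Leaving out 1 replicate at a time gave 1063 to 2434 calls for the MUNC spliced interaction and 784 to 1345 for the MUNC genomic interaction. Changes of more than 1.5 times came without control DM3 replicate 3 (1063), control DM3 replicate 2 (1093) and MUNC spliced GM replicate 2 (1203) for MUNC spliced, and without control DM3 replicate 2 (784) for MUNC genomic. The cell cycle list ran from -0.34 (without MUNC spliced DM3 replicate 1) to 0.67 in MUNC spliced DM3, where it also lost its call without control DM3 replicate 2 (0.10), from -0.34 (without control DM3 replicate 2) to 0.0845 (without control DM3 replicate 1) in MUNC genomic DM3, and from -0.49 to -0.29 (without MUNC spliced GM replicate 2) in MUNC spliced GM. In MUNC genomic DM3 the contractile list ran from 0.48 to 0.87 and lost its call without control DM3 replicate 1 (0.61), and the myogenic list ran from 0.63 to 0.83 and gained one without control DM3 replicate 2 (0.79). The correlation of the MUNC genomic effect in GM with control differentiation ran from -0.0413 to 0.141 over 9 fits. It lay inside the simulations without control GM replicate 2 (0.141) and above them without MUNC genomic GM replicate 3 (0.133). Myod1 in MUNC spliced against MUNC genomic DM3 ran from -0.15 (without MUNC spliced DM3 replicate 1) to 0.69.

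Some single genes reversed. Myh3 on control differentiation, at 0.14, was -0.0135 under quantile normalization and -0.0662 with the GC and length correction and the replicate block. For the MUNC spliced interaction Myod1 was -0.52 with edgeR, -0.60 with DESeq2 and -0.58 with DESeq2 on the compared groups. Ms4a4d was 0.90, 0.13 and 0.14 in the same order, and Myog was -0.0711 and -0.0542 in the 2 DESeq2 fits. All of these were uncalled there. The count tests do not use log2(FPM + 1), and Myod1, Myog and Ms4a4d were near 0 in at least 1 of the groups compared. Beyond that the cause was not tested. Among the other values of the named genes, 15 became weaker and 5 stronger with all replicates in. The 5 were all Myog in control DM3 against GM. When a replicate was left out, 16 were weaker. All log2 changes of the genes named for their size kept direction and call under every alternative and in every leave-one-out fit, apart from Ms4a4d, Fam107a and Oas3 in the interactions.

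Depth limits the lowest groups. A gene with 0 reads has an upper limit of 3 reads, which was 0.0429 to 0.0757 FPM depending on the library. In control GM, Myod1 averaged 0.0285 FPM and Myog 0.0287 FPM, below that limit. In control DM3 they averaged 0.0993 and 0.344 FPM, above it but far under 1 FPM, so the size of their change depends on the pseudocount.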

Other observations

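Of the tests in this part, those on the depth and cycling of the control cells, the replicate 2 pattern, swaps of single libraries and of line names in both media, the cell cycle list in MUNC spliced cells and differences between lines unrelated to MUNC were chosen only after the results were seen. The tests of calls against the majority of their window and of calls left after subtracting the change of their neighbours were also chosen after the windows had been looked at, where 2.94% to 11.7% of the calls against control lay in windows beyond the shuffled orders. Genes named here outside the fixed rule were chosen after their values were seen.

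Many genes differed between the lines in both media. In each of the 7 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries gave as many calls, the real split, and the largest other split gave at most 1 call, although 10 splits cannot give a share under 0.05. The same held for 1 of the 4 splits that part all numbered pairs, in the 6 comparisons where the numbers pair the libraries. GC content and length bias did not account for the calls, since at least 95.3% of them stayed in the same direction in each of the 6 line comparisons after correction with the replicate block. Single libraries swapped between groups are excluded by the replicates, which correlated at r of at least 0.980, above every pair from different groups (at most 0.975). An exchange of line names in 1 medium is excluded by the directions, since at least 95.0% of the genes called in both media kept theirs. Line names exchanged in both media cannot be told apart from the stated ones, because 0 genes carried a name fixed for MUNC. With the median change of each window of 25 neighbouring genes subtracted, 56.7% to 70.5% of the calls against control stayed in the same direction, above the bound of 50% set for copy number as the cause of most calls. With shuffled gene orders 85.6% to 87.6% stayed, so a sizeable part of the calls was shared with neighbouring genes. This argues against copy number as the cause of most calls only as far as the genes of a segment shift alike, since genes that respond unequally to dosage would stay called. Whether the remaining differences come from MUNC or from unrelated differences between stable lines cannot be told apart. The effects of the 2 lines in GM correlated at 0.3875, no higher than in simulated lines without effects. Such simulations cannot tell how much shared controls add where many genes changed, so this r does not decide the question. The labels do not state how many independent lines carried each form.

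Calls of neighbouring genes went the same way in the comparisons with control. The share of calls against the majority of their window was 23.3% in MUNC spliced GM, 19.7% in MUNC genomic GM, 25.5% in MUNC spliced DM3 and 25.8% in MUNC genomic DM3, at least 10.2 percentage points below all of 100 shuffled gene orders, while for differentiation of control cells it was 37.99%, 0.848 points below. Subtracting the median of the whole chromosome alone left 64.6% to 79.4% of the calls in the 4 comparisons, against 91.9% to 97.9% with shuffled orders and 96.5% for differentiation of control cells. Each comparison had its own threshold, which the largest window median passed in few of 100 shuffled gene orders. Of 543 windows of 25 genes, 32 had a median change beyond it in MUNC genomic against control GM (threshold 0.367). Differentiation of control cells gave 1 window (threshold 0.688). The largest window medians of these comparisons were alike, at 0.781 and 0.789, so the counts do not compare windows at a common cut-off. The other comparisons with control, at thresholds of 0.444 to 0.475, gave 9 windows for MUNC spliced GM, 16 for MUNC spliced DM3 and 12 for MUNC genomic DM3. Windows beyond the shuffled orders with the same sign in both media numbered 3 for MUNC spliced and 7 for MUNC genomic cells. This is consistent with copy number differences between the lines, of whole chromosomes among others, as a hypothesis that genomic DNA would have to test. Their extent was not measured.

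Abcb1b and Crot, neighbours on chromosome 5, were far lower in both MUNC lines. In GM Abcb1b averaged 1074 FPM in control against 36.5 in MUNC spliced and 56.3 in MUNC genomic cells, and Crot 657 against 66.5 and 47.4 FPM. The log2 changes of Abcb1b were -4.85, -4.24, -4.29 and -4.80 in MUNC spliced GM, MUNC genomic GM, MUNC spliced DM3 and MUNC genomic DM3, and those of Crot -3.28, -3.77, -3.26 and -3.60. Of the 22 genes in the segment 6 (Abcb1a, Abcb1b, Crot, Tmem243, Dmtf1 and 9330182L06Rik) were lower by 1 or more in all 4 comparisons, against 82 of the 13869 tested genes (0.591%). The medians of the 20 tested neighbours were -0.31, -0.60, -0.33 and -0.94, and 6, 8, 7 and 10 of them were lower by 1 or more. A candidate explanation is an amplification around Abcb1b in the control cells that the MUNC lines lack. With at most 10 of 20 neighbours lower by that much, the test left open whether a smaller segment or regulation of these genes is behind it. Reads of Abcb1a and Abcb1b could have been shared.

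Myod1 was nearly absent from control cells, with at most 12 reads in a library. At the lowest group mean of the MUNC lines, a control library would have held at least 194.7 Myod1 reads, so depth did not hide it. Nor did the control cells keep the cell cycle transcripts at their GM level in differentiation medium, where that list changed by a median of -2.999. Pax7 had at most 8 reads in any of the 18 libraries. The control cells lowered the cell cycle list and raised part of the contractile list (0.68) with little Myod1 and Myog, and why was not tested. The mean of the cell cycle list was still 4.30 in control DM3, against 7.38 in control GM, and exit from the cell cycle was not measured.

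Interferon-stimulated genes were highest in replicate 2 of all 3 GM groups, with list means of 5.04 in control, 3.12 in MUNC spliced and 1.97 in MUNC genomic cells, against 2.91 to 3.49, 2.05 and 1.55 to 1.86 in the other replicates. With the list's genes left out, deviations of same-numbered GM libraries of different lines still correlated at r of 0.4613 or more (at most 0.734), against at most 0.109 for different numbers. A batch shared by libraries of the same number, such as a day of culture or preparation, is consistent with this, though no label states one. Numbers are balanced over the groups, so it adds spread more than bias to the comparisons.

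The cell cycle list fell less on differentiation in MUNC spliced than in control cells, with a median interaction of 0.82. Without MUNC spliced DM3 replicate 1 it was 0.158 (camera p 0.0459, fry p 0.450, against a fry p of 0.129 with all libraries). That replicate held 192 FPM of Mki67, against 42.3 and 49.3 FPM in replicates 2 and 3, and also the most Myog and Myh3 of its group. Whether this 1 library alone makes the difference cannot be told apart from a weak effect in the group, because the 2 tests disagreed.

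Des, a muscle intermediate filament gene on the contractile list, averaged 476 ± 145 FPM in MUNC genomic GM against 24.2 ± 8.37 FPM in control GM and 27.8 ± 12.3 FPM in MUNC spliced GM (SD, n = 3 each). In DM3 it was at 898 ± 99.5 FPM in MUNC genomic, 77.5 ± 13.9 FPM in control and 58.8 ± 31 FPM in MUNC spliced cells (SD, n = 3 each). It thus went the other way from Myog and Myh3, which were higher in MUNC spliced cells. No explanation was tested.

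DESeq2 on the recovered reads of the compared groups alone gave 7780, 4301, 3266, 6098 and 7198 calls in the order control differentiation, MUNC spliced GM, MUNC genomic GM, MUNC spliced DM3 and MUNC genomic DM3. It shared 7714, 4301, 3266, 6017 and 7163 of these with the authors' deposited tables, and log2 changes differed from the authors' deposited tables by at most 7.41e-05 in 4 of the 5. In the authors' deposited table for MUNC spliced GM, Mcpt1 had a log2 change of 20.89 and an adjusted p of 1.83e-06, against 7.54 and 0.150 here by DESeq2, with all 68 of its reads in 1 library. The next largest difference from that authors' deposited table was 7.58e-05. Why Mcpt1 differs was not tested.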
